A study of Mus musculus with 24 samples.

How the data were processed

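RNA sequencing measured gene expression in 24 libraries, 12 from mouse embryonic stem cells (mESC) and 12 from neural progenitor cells (NPC). Each cell type had 6 genotypes with 2 libraries each: wild type (WT), Htt knockout (KO), and heterozygous knock-in alleles of Htt with 20, 50, 92 or 111 CAG repeats, called Q20, Q50, Q92 and Q111. The sample titles give the third length as 92 repeats, while the growth protocol and the column names give 89; 92 was used, and 89 was tried as an alternative. Per the labels, total RNA was sequenced as paired-end reads on an Illumina NextSeq 500. The labels and the series text state neither the aligner, the counting tool and its use of strand, the genome build nor the filter on genes.

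The deposited values are a normalised CPM signal, in a separate table for each cell type that the authors named CPM, counts scaled to a common library total. The column totals ran from 900342 to 1080734 and not to a common total, so the values are not plain CPM. In all 24 columns 100% of the values were whole multiples of a single step, which gave back the reads behind each value. TMM factors recomputed with edgeR from these reads matched the scaling of the columns to within 1e-11. Because the values were named CPM and had been scaled, the test planned for normalised values was kept, and edgeR on the recovered reads was added as an alternative after seeing the data. The recovered reads ran from 58546211 to 81502284 per library in mESC and from 48525333 to 118038952 in NPC. The totals cover counted reads alone, and a value carries the error of counting beside the spread between replicates. The fewest recovered reads for any gene over all libraries of a table was 7.

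The mESC table held 17505 entries for 17501 genes and that of NPC 16025 entries for 16024 genes; the first entry of a repeated identifier was used. Positions, gene types and exon numbers came from a match of the Ensembl identifiers to GENCODE M21 on GRCm38, which held 99.63% of the mESC and 99.82% of the NPC genes. The build the authors used is not stated, so positions refer to GRCm38 through that match. Genes with a CPM of at least 1 in at least 2 libraries of the cell type were tested, 13916 in mESC and 13206 in NPC, of which 12321 were tested in both. The filter left out 3585 and 2818 genes.

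Values were compared as log2(CPM + 1) with limma 3.58.1 (linear model, moderated statistics with a variance trend) in R 4.3.3; edgeR was version 4.0.16. Fold changes are on this log2(CPM + 1) scale, which understates the change of genes with low values. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The tests were two-sided. Within each cell type, 5 pairs of groups were compared in a model with the mean of each of the 6 groups, which share an estimate of spread: KO against WT, Q20 against WT, and Q50, Q92 and Q111 against Q20. The comparisons with Q20 share its libraries, so overlaps and correlations between them were not computed, and the same holds for the comparisons with WT. The CAG length trend was the slope of log2(CPM + 1) on repeat length over the 8 knock-in libraries, printed as the log2 change over the 91 repeats between 20 and 111. An F test counted genes that differed in any pattern among the 4 knock-in lines. A difference of slopes between mESC and NPC was tested as the interaction of cell type and repeat length over the 16 knock-in libraries; levels were not compared between the separately scaled tables. The CAG length differed only between 4 lines per cell type, so the trend was also computed with 1 mean value per line and under all 24 orders of the lengths.

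The knockout effect was set against the CAG slope, and the mESC slope against the NPC slope, by correlation across genes. The permutation p of a correlation was the share of the 24 orders with a coefficient as large in size.

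Gene lists were tested with camera (preset correlation 0.01) for KO against WT and for the trend in both cell types, which made 28 tests adjusted together. The 7 lists were splicing regulators, pluripotency, neural progenitor, neuron, astrocyte, feeder fibroblast and early lineage genes. Sex chromosome genes were given per library and not tested.

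The groups, comparisons, gene lists, alternatives and the rule for named genes were set before the data were examined. The rule named Htt in every comparison. For KO against WT it took the 3 largest rises and 3 largest falls among called genes with a mean of at least 5 CPM in the higher group and groups that did not overlap. For the other pairs it took 1 of each, and for the trend the 3 rising and 3 falling genes with the smallest p whose group means moved one way over the 4 lengths. For the interaction it took the 2 genes with the smallest adjusted p. Genes named outside the rule were chosen after their values were seen.

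Whether replicate numbers pair libraries across genotypes was checked by correlating, between each of the 15 pairs of groups, the difference between replicates 1 and 2 over genes. In mESC, 15 of 15 correlations passed 0.1 (0.25 to 0.547), so replicate numbers marked a shared difference there. In NPC, 3 of 15 did (-0.0495 to 0.467), the highest being that of KO and WT. A replicate block was tried in both cell types.

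The alternatives were pseudocounts of 0.1 and 5, no filter, a mean CPM of at least 5, median-of-ratios scaling, quantile normalization, no variance trend, the replicate block, only the libraries of the 2 groups compared, WT as the reference, a 2-fold change, 89 repeats, log2 of the length, a mean per line, each line or replicate left out, Spearman correlation, and fry and an estimated correlation for the lists. Chosen after seeing the data were the edgeR test with and without the block, and a fit without chromosomes 1, 8, 11, 14 and Y. The steps were tested on simulated data with known changes, with the spread between replicates set by a dispersion of 0.02. The changed single genes all had a mean of at least 5 CPM and the same size of change. No difference shared by replicate number was simulated, unlike in the mESC data. Whether the dispersion matches the spread of the real replicates was not tested, so the recovery is not the power in these data. All 200 changed genes were recovered for a pair of groups (100%) with 7 false calls among 12687 genes, and 100% for the trend with 13 false calls among 12680. The interaction recovered 98.5%, the F test 100% and the gene list test 100%; the chromosome medians recovered 84% of a simulated shift in dose. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Splicing and circular RNA were not analysed here.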

Results

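The data were gene-level RNA sequencing values of 24 libraries, with 2 libraries for each of 6 Htt genotypes in mESC and in NPC differentiated from such cells. Htt encodes huntingtin, and the knock-in alleles carry CAG repeats of 20, 50, 92 or 111 units. The series title asks how the repeat expansion relates to splicing; the tables used here hold expression per gene. Depth ran from 58546211 to 81502284 recovered reads in mESC and from 48525333 to 118038952 in NPC. The 10 most abundant genes took 4.97% to 6.21% of the reads in mESC and 4.26% to 6.07% in NPC.

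In mESC, the first principal component held 31% of the variance and separated the libraries of replicate number 1 from those of number 2 in every genotype, and the second held 18%. In NPC, the first held 29.8% and the second 17.9%, and the libraries of each knock-in line lay close together. The SD over genes of the log2 difference between both replicates was 0.684 to 0.804 in mESC. In NPC it was 0.869 for WT, 0.689 for KO and 0.486 to 0.535 for the knock-in lines.

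**Figure D1:**
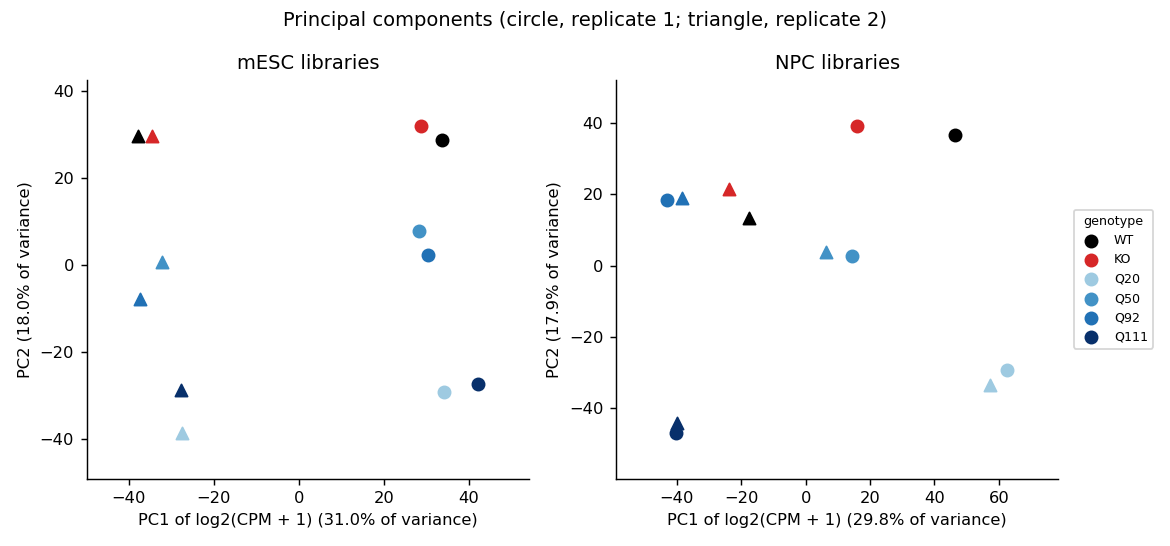
Principal components of log2(CPM + 1) in mESC (left) and NPC (right); each point is a library, coloured by genotype, with circles for replicate 1 and triangles for replicate 2. In mESC the first component, 31% of the variance, separated the replicate numbers.

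Htt (ENSMUSG00000029104) lies on the plus strand of chromosome 5, 34761740 to 34912534, and its longest transcript has 67 exons. In mESC its normalised CPM was 119 ± 7.77 (SD, n = 2) in WT and 104 ± 49.5 (SD, n = 2) in KO. The library labelled KO 1 stood at 139 and the library labelled KO 2 at 68.5, while both WT libraries stood at 124 and 113. The mESC KO against WT change was -0.28 (SE 0.31, limma adjusted p 1), and without KO replicate 2 the direction reversed, to 0.22. In NPC Htt was 157 ± 28 (SD, n = 2) in WT and 97.5 ± 3.65 (SD, n = 2) in KO, a change of -0.67 (SE 0.14, limma adjusted p 0.0673). Over the alternatives the NPC adjusted p ran from 0.0385 to 0.999; it passed the threshold with quantile normalization (0.0385) and with median-of-ratios scaling (0.0499). Reads of Htt remained in all KO libraries, from 68.5 to 139 CPM. Every direction drawn from mESC KO libraries below rests on the label of KO 1, whose Htt was not lower than in WT.

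**Figure D2:**
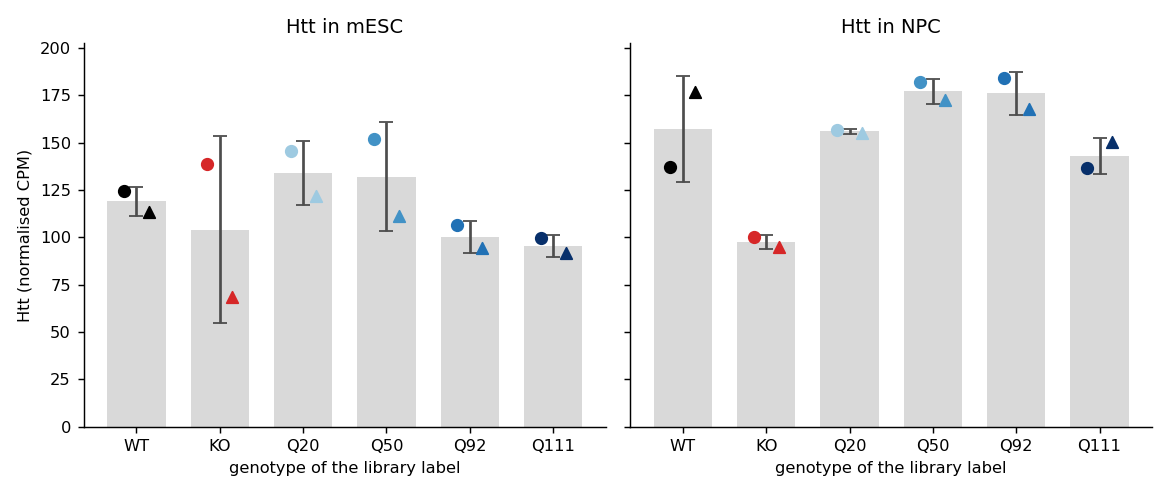
Htt in normalised CPM for each genotype in mESC (left) and NPC (right); bars are means, error bars are the SD of 2 libraries, circles are replicate 1 and triangles replicate 2. The libraries labelled KO stood at 139 and 68.5 in mESC and at 100 and 94.9 in NPC.

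The knock-in lines did not differ in Htt by the limma threshold in either cell type in the comparisons with Q20, except that quantile normalization gave NPC Q111 against Q20 an adjusted p of 0.0456 (change -0.40), in a range of 0.0456 to 0.572 over its alternatives (0.532 as deposited). In mESC, Htt means were 134 ± 16.8 (SD, n = 2) in Q20, 132 ± 28.8 (SD, n = 2) in Q50, 100 ± 8.43 (SD, n = 2) in Q92 and 95.4 ± 5.58 (SD, n = 2) in Q111. The mESC Htt slope was -0.53 over 91 repeats (SE 0.18, limma adjusted p 1). It ran from -0.69 to -0.47 over its alternatives. Its unadjusted limma p was 0.0172, which counts replicates of a line as separate. In NPC the means were 156 ± 1.23 (SD, n = 2), 177 ± 6.5 (SD, n = 2), 176 ± 11.4 (SD, n = 2) and 143 ± 9.64 (SD, n = 2) in the same order. The NPC Htt slope was -0.08 (SE 0.15, limma adjusted p 0.742); it turned to 0.04 without Q111 replicate 1 and to 0.20 without the Q111 line.

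The comparison of KO with WT asks what loss of Htt changes. In mESC, 2 of 13916 genes were called, both higher in KO, and 553 had an unadjusted p under 0.05. With the replicate block 16 were called (9 higher, 7 lower), the alternative that moved this count most. Spcs3 (chromosome 8, 54520433 to 54529998) was 200 ± 5.64 (SD, n = 2) in KO and 20.3 ± 5.63 (SD, n = 2) in WT, a log2 change of 3.26 (SE 0.26, adjusted p 0.01). Mmgt1 (chromosome X, 56585512 to 56598069, overlapping another gene on its strand) was 41.5 ± 1.96 (SD, n = 2) and 4.72 ± 1.09 (SD, n = 2), a change of 2.91 (SE 0.26, adjusted p 0.0109). With only the libraries of both groups, no gene was called (0, with 320 at an unadjusted p under 0.05). The knock-in mESC libraries were as high as KO for Spcs3, at 186 to 286. Mmgt1 was as high as KO in Q20, Q92 and Q111, at 35.8 to 51.9, and low in Q50, at 3.75 and 4.1. Spcs3 was thus low in WT alone and Mmgt1 in WT and Q50, so neither change can be assigned to loss of Htt. Both genes also switched between a high and a low level among NPC replicates: Spcs3 was 195 and 13.7 in the Q50 libraries and 25.3 and 338 in the Q111 libraries, and Mmgt1 was 164 and 15.9 in the Q92 libraries. Without KO replicate 2, the genes with a 2-fold change rose from 434 to 1219.

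In NPC, 188 of 13206 genes were called for KO against WT, 116 higher and 72 lower, with 1755 at an unadjusted p under 0.05. The replicate differences of NPC KO and WT correlated (0.467), and with the replicate block the count was 145 (116 with edgeR, and 51 with edgeR and the block). With only the libraries of both groups, 0 were called and 650 had an unadjusted p under 0.05. The groups did not overlap for 29.7% of the tested genes, where chance alone gives 33.3% for 2 libraries against 2. The largest rises were those of Agtr2, Khdrbs2 and Hoxa9. Agtr2 (chromosome X, 21484544 to 21489164) was 23.5 ± 12.5 (SD, n = 2) in KO and 0.131 ± 0.11 (SD, n = 2) in WT, a change of 4.34 (SE 0.30, adjusted p 0.000901). Khdrbs2 changed by 3.97 (SE 0.31, adjusted p 0.00116), and its edgeR adjusted p was 0.0722, within a range of 4.38e-05 to 0.451 over its alternatives. Hoxa9 changed by 3.77 (SE 0.16, adjusted p 5.8e-05), from 1.13 ± 0.167 (SD, n = 2) to 28.3 ± 4.84 (SD, n = 2). The largest falls were those of Akap5 (-3.03, SE 0.31, adjusted p 0.00433), Spryd4 (-2.66, SE 0.22, adjusted p 0.00156) and B3glct (-2.54, SE 0.19, adjusted p 0.000901). The edgeR adjusted p of Akap5 was 0.0519, within a range of 0.00376 to 0.574. Spryd4 stood at 2.38 and 2.75 in NPC KO, and in mESC it switched between replicates, at 4.04 and 51.6 in KO and at 4.61 and 52.4 in Q20. B3glct (chromosome 5, 149678230 to 149762599) was 6.29 ± 1.63 (SD, n = 2) in KO and 41.1 ± 6.18 (SD, n = 2) in WT. All 6 of these calls were lost with only the libraries of both groups. Without WT replicate 2, the genes with a 2-fold change rose from 769 to 1935.

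The comparison of Q20 with WT covers the knock-in at its shortest length together with any difference between the lines themselves. In mESC, 45 genes were called (36 higher, 9 lower; 1716 at an unadjusted p under 0.05). The replicate block moved this count most, to 1475 (823 higher, 652 lower), and edgeR gave 12. Without WT replicate 1 the genes with a 2-fold change rose from 1168 to 1869. Thbs1 (chromosome 2, 118111876 to 118127133) was 254 ± 9.2 (SD, n = 2) in Q20 and 11.6 ± 2.93 (SD, n = 2) in WT, a change of 4.35 (SE 0.37, adjusted p 0.00707). With only the libraries of both groups its adjusted p was 0.0722, in a range of 0.000785 to 0.0722 over its alternatives. Hist1h2ae, a single-exon histone gene, was listed at 0 in both Q20 libraries and at 150 and 251 in WT. This is uncertain, since a listed 0 for a single-exon gene may not be a lack of RNA. Whether reads shared with near-identical copies play a part was not tested. The adjusted p of Hist1h2ae, 0.0312, ranged from 0.00651 to 0.0628 over its alternatives. In NPC, 1920 genes were called, 1317 higher and 603 lower; with only the libraries of both groups the count was 476. Nxf3 (chromosome X, 136072099 to 136085255) stood at 132 and 136 in the Q20 libraries and at 0 and 0.209 in WT (adjusted p 1.01e-07). Hist1h4n, another histone gene of a single exon, was listed at 0 in both NPC Q20 libraries and at 59.8 and 325 in WT, which is uncertain for the same reason; its adjusted p of 0.046 ranged from 0.0391 to 0.0784.

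**Figure D3:**
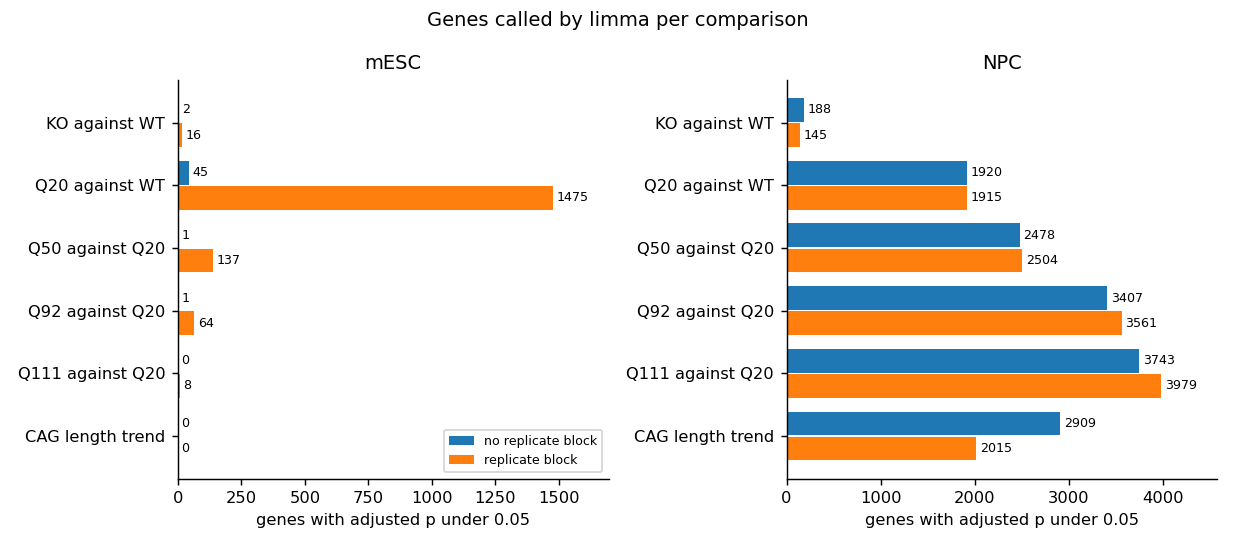
Number of genes called by limma at an adjusted p under 0.05 for each comparison in mESC (left) and NPC (right), without (blue) and with (orange) the replicate block. The CAG length trend gave 0 genes in mESC in both fits and 2909 and 2015 in NPC.

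The comparisons of Q50, Q92 and Q111 with Q20 ask what a longer repeat changes. In mESC they gave 1, 1 and 0 called genes, with 887, 747 and 374 at an unadjusted p under 0.05. With the replicate block the counts were 137, 64 and 8. Leaving out 1 library raised the genes with a 2-fold change by over 1.5 times in each: for Q50 from 619 to 1151 without Q20 replicate 2, for Q92 from 550 to 1186 without Q92 replicate 1, and for Q111 from 419 to 911 without Q20 replicate 1. Mmgt1 was lower in Q50, with 3.93 ± 0.251 (SD, n = 2) against 42.4 ± 9.24 (SD, n = 2), a change of -3.12 (SE 0.26, adjusted p 0.0122). Rhox5 (chromosome X, 37804842 to 37808876) was lower in Q92, with 20 ± 0.293 (SD, n = 2) against 99.4 ± 4.68 (SD, n = 2), a change of -2.26 (SE 0.21, adjusted p 0.0316). Both calls were lost with only the libraries of both groups and with WT as the reference; the adjusted p ranged from 0.00203 to 0.978 for Mmgt1 and from 0.00456 to 0.564 for Rhox5. The F test among knock-in lines called 10 mESC genes, and 222 with the block.

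In NPC the same comparisons called 2478 genes for Q50 (1063 higher, 1415 lower), 3407 for Q92 (1305 higher, 2102 lower) and 3743 for Q111 (1617 higher, 2126 lower). The excess of lower genes reversed with a mean CPM of at least 5, to 748 higher and 627 lower, 1046 and 1031, and 1262 and 1091. With only the libraries of both groups it reversed for Q92 (3133 and 3027) and Q111 (3435 and 3277), but not for Q50 (1857 and 2070). The other alternatives with Q20 as the reference kept it. The alternative that moved the counts for Q92 and Q111 most upward was the use of the libraries of both groups alone, which gave 6160 and 6712. With WT as the reference the counts were 874 for Q50, 1144 for Q92 and 2197 for Q111. Nxf3 was 0.0895 ± 0.0102 (SD, n = 2) in Q50 and 134 ± 2.6 (SD, n = 2) in Q20, a change of -6.95 (SE 0.16, adjusted p 9.92e-08); with WT as the reference its change was -0.01. Col3a1 (chromosome 1, 45311538 to 45349706) was 1.29 ± 0.0264 (SD, n = 2) in Q111 and 217 ± 32.4 (SD, n = 2) in Q20, a change of -6.56 (SE 0.16, adjusted p 1.9e-07). The other genes named by the rule were single-exon genes and are uncertain, since a listed 0 for such a gene may not be a lack of RNA. Whether reads shared with near-identical copies play a part was not tested. Hist1h4n was listed at 0 in both Q20 libraries, and stood at 178 and 176 in Q50 and at 343 and 137 in Q111. Hist1h2ap was listed at 0 in both Q20 libraries and stood at 97.1 and 132 in Q92. With WT as the reference, neither histone gene was called. Gm11808 was listed at 0 in both Q92 libraries and stood at 752 and 709 in Q20. The F test among knock-in lines called 5414 of 13206 NPC genes.

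The CAG length trend asks which genes move with repeat length over the 4 knock-in lines. In mESC, 0 genes were called, with 358 at an unadjusted p under 0.05 (808 with the block, where 0 were called as well). Among the 24 orders of the lengths, 4 gave calls in mESC, at most 22; with the block 7 did, at most 276, while the real order gave 0. In NPC, 2909 genes were called, 1579 rising and 1330 falling, with 4874 at an unadjusted p under 0.05. The balance of directions depended on the processing. More genes fell than rose with no filter (1541 rising, 1630 falling) and with log2 of the length (1455 and 1494). The other alternatives with calls had more rising genes, as with a mean CPM of at least 5 (1537 and 808). The alternative that moved the NPC count most was 1 mean value per line, which gave 0 calls and 1831 at an unadjusted p under 0.05. The lengths differ between lines and not within them, so the calls from 8 libraries count replicates of a line as separate. Without Q20 replicate 1 the count was 1213, without Q20 replicate 2 it was 1453, without Q111 replicate 1 it was 1696 and without Q111 replicate 2 it was 1665. Of the 24 orders of the lengths, 1, the real one, gave as many calls; the largest count of another order was 2596 and the median over orders was 296.5. The group means moved one way over the 4 lengths for 1405 called genes (48.3%), against 14.8% of the tested genes and 8.33% by chance. The called genes were selected by their slope on length, which favours such means, so this excess is not separate evidence for a trend.

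The 3 rising genes with the smallest p were Stim2, Tsnax and Iqgap3. Stim2 (ENSMUSG00000039156, chromosome 5, 53998499 to 54121057) rose by 2.04 over 91 repeats (SE 0.11, adjusted p 0.000287), with means of 74.4 ± 3.54 (SD, n = 2), 120 ± 8.13 (SD, n = 2), 217 ± 3.17 (SD, n = 2) and 319 ± 7.37 (SD, n = 2) CPM. Tsnax (chromosome 8, 125012997 to 125034192) rose by 2.97 (SE 0.18, adjusted p 0.000287) and Iqgap3 (chromosome 3, 88081971 to 88121048) by 1.60 (SE 0.11, adjusted p 0.000541). The 3 falling genes were Timp3 (chromosome 10, 86300372 to 86349506; -3.70, SE 0.21), Aqp4 (chromosome 18, 15389496 to 15410982; -6.21, SE 0.37) and Ttyh1 (chromosome 7, 4119408 to 4136708; -3.38, SE 0.20), each with an adjusted p of 0.000287. Aqp4 was 250 ± 3.9 (SD, n = 2) in Q20, 64.3 ± 34.8 (SD, n = 2) in Q50, 5.79 ± 2.14 (SD, n = 2) in Q92 and 2.86 ± 0.0833 (SD, n = 2) in Q111. With 1 mean value per line the adjusted p was 0.252 for Aqp4 and 0.295 for the other 5.

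Whether a longer repeat moves genes as loss of Htt does was asked by correlating the knockout effect with the CAG slope across genes, which are not independent replicates. In mESC Pearson's r was -0.0969 and Spearman's rho -0.122, and 14 of the 24 orders gave an r as large in size (permutation p 0.583, adjusted 0.583). In NPC r was 0.194 and rho 0.238, with 5 of 24 orders as large (permutation p 0.208, adjusted 0.5). The NPC value reversed to -0.0451 without KO replicate 2 and to -0.169 without WT replicate 1, and the mESC value moved to -0.0223 without WT replicate 1. The slopes of both cell types correlated with r 0.11 and rho 0.134, with 8 of 24 orders as large (permutation p 0.333, adjusted 0.5); without mESC Q111 replicate 2 the r was 0.0302. The adjustment covered these 3 relations, and the smallest p that 24 orders can give is 0.0417.

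The slopes of mESC and NPC differed for 599 of 12321 genes, 333 with a higher slope in NPC and 266 with a lower one, and 2521 had an unadjusted p under 0.05. With 1 mean value per line 0 were called, with 1358 at an unadjusted p under 0.05. Without NPC Q20 replicate 1 the count was 276, and without the Q20 line it was 225. Sulf1 and Gm973, both on chromosome 1, had the smallest adjusted p. The Sulf1 difference was -5.94 (SE 0.49, adjusted p 3.26e-05), with slopes of -0.16 in mESC and -6.11 in NPC. The Gm973 difference was -4.34 (SE 0.44, adjusted p 0.000274), with slopes of 0.05 and -4.29. Htt differed by 0.45 (SE 0.23, adjusted p 0.289).

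Of 28 gene list tests, 7 passed at an adjusted p under 0.05 with camera; 4 of the 7 held under fry and 0 with an estimated correlation. In mESC KO against WT, neural progenitor genes were higher (median 0.58, 14 genes, adjusted p 0.0147, fry 0.53), with a median of 0.25 without KO replicate 1 and 1.01 without KO replicate 2. Early lineage genes were lower (median -0.39, 10 genes, adjusted p 0.00648, fry 0.0219), with -0.83 without WT replicate 2 and -0.22 without KO replicate 2. In the mESC trend, neural progenitor genes fell (median -0.34, adjusted p 0.0404, 0.0609 with the replicate block, fry 0.634), and the median reversed to 0.18 without Q20 replicate 2. In NPC KO against WT, neural progenitor genes were lower (median -0.32, 22 genes, adjusted p 0.0404, 0.0565 with median-of-ratios scaling, fry 0.321), and the median reversed to 0.13 without WT replicate 1.

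In the NPC trend, splicing regulators rose (median 0.54 over 91 repeats, 56 genes, adjusted p 1.49e-06, fry 0.00136). Of these genes 26 were called, 24 rising and 2 falling, and 33 when adjusted over the list alone. Astrocyte genes fell (median -4.69, 7 genes, camera adjusted p 0.000308, fry 0.00136). Of these genes 4 were called, all falling, and 6 when adjusted over the list alone. Aldoc and Aqp4 fell at each step of length. Aldh1l1 rose again from 3.75 and 4.1 in Q92 to 137 and 131 in Q111, and Gja1 differed between replicates (304 and 4.67 in Q50). Feeder fibroblast genes had falling slopes (median -2.75, 14 genes, camera adjusted p 0.000693, fry 0.0294). Of these genes 7 were called, all with a falling slope, and 8 when adjusted over the list alone. Of the 7, Col3a1, Col1a2, Postn, Pdgfrb and Lum stood higher in Q50 than in Q20, while Thy1 and Acta2 did not. Col3a1 was 240 and 194 in Q20, 608 and 630 in Q50, and 1.31 and 1.28 in Q111. The list thus did not fall steadily with length. The median of the splicing list was at least as large in 4 of the 24 orders of the lengths, the largest being 0.60. The astrocyte and feeder fibroblast lists were not compared over the orders. The camera and fry p-values of the trend count replicates of a line as separate. The calls on the lists in mESC were 0 for KO against WT and for the trend, both over all genes and when adjusted over the list alone; the largest number at an unadjusted p under 0.05 was 3, for early lineage genes.

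The other list tests did not pass with camera. Early lineage genes in the NPC trend passed with fry (adjusted p 0.0101, median -1.15, 6 genes) and not with camera (0.222). With camera, the adjusted p was 0.331 to 0.768 over the 4 tests of pluripotency genes and 0.124 to 0.811 for neuron genes. It was 0.104 to 0.648 for the other 3 tests of splicing regulators, 0.104 to 0.383 for astrocyte genes, 0.124 to 0.769 for feeder fibroblast genes and 0.222 to 0.685 for early lineage genes. For neural progenitor genes in the NPC trend it was 0.39. Single genes of these lists were called in the NPC trend all the same. They were 5 of 9 pluripotency genes (1 rising, 4 falling), 5 of 22 neural progenitor genes (2 rising, 3 falling) and 1 of 14 neuron genes (falling). The 4 falling pluripotency genes were Nanog, Pou5f1, Sall4 and Lin28a, each high in the Q20 line alone. Pou5f1 was 90.1 and 87.4 in Q20 and at most 0.244 in Q50, Q92 and Q111. These 4 calls thus reflect a step between Q20 and the other lines and not a graded fall with length. Of the 6 early lineage genes 0 were called. The counts were the same when adjusted over the list alone. In NPC KO against WT, the calls adjusted over the list alone were 4 of 9 pluripotency, 5 of 14 feeder fibroblast and 2 of 14 neuron genes, against 2, 2 and 0 over all genes tested (4 neuron genes had an unadjusted p under 0.05).

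A measure per chromosome was chosen after seeing the data, for genes with a mean of at least 5 CPM. Each value was taken as its deviation from the gene's median over the 12 libraries of its cell type. The library's median deviation over all these genes was then subtracted. The median of the result over the genes of a chromosome was computed for each library. On chromosome 1 it was 0.37 and 0.29 in mESC KO, 0.24 and 0.19 in mESC Q50, 0.27 and 0.29 in NPC KO, and 0.21 and 0.22 in NPC Q50. In WT it was 0.17 and 0.12 in NPC against 0.04 and -0.02 in mESC. On chromosome 8 it was -0.39 and -0.28 in mESC WT and -0.30 and -0.23 in NPC WT, and it was also lower in NPC Q92, at -0.17 and -0.19, against 0.01 and 0.03 in mESC Q92. On chromosome 11 it was 0.19 and 0.31 in mESC Q20, 0.18 and 0.34 in mESC Q111, 0.12 and 0.12 in NPC Q20, and 0.39 and 0.35 in NPC Q111. On chromosome 14 it was 0.21 and 0.25 in mESC Q50 and -0.02 and 0.01 in NPC Q50. Comparisons between genotypes include these shifts. Of the NPC trend calls, 79.6% lay outside chromosomes 1, 8, 11, 14 and Y, as did 76.9% of the tested genes.

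**Figure D4:**
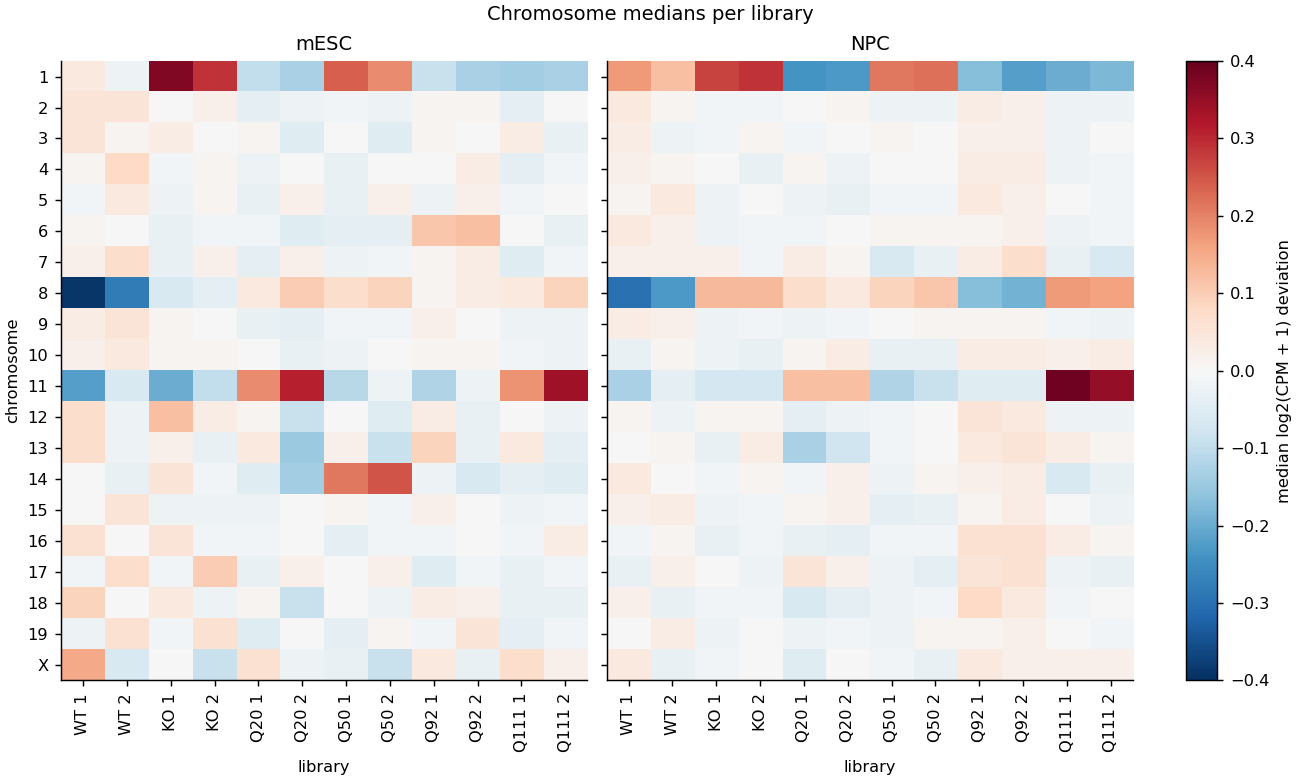
Median deviation of log2(CPM + 1) over the genes of each chromosome (vertical) in each library (horizontal), for mESC (left) and NPC (right). Deviations are from the gene's median over all libraries of the cell type, less the library's median deviation. Only genes with a mean of at least 5 CPM were used. Chromosome 8 was lowest in WT, at -0.39 and -0.28 in mESC and at -0.30 and -0.23 in NPC.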

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

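The test of the spread between mESC replicates was chosen only after the difference of slopes had been seen, and the direction of single genes in the other cell type was compared without a test.

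The slope on CAG length differed between mESC and NPC for 599 genes, by the interaction of cell type and length. Sulf1 differed by -5.94 and Gm973 by -4.34. Sulf1 had a slope of -0.16 in mESC and -6.11 in NPC, and Gm973 had slopes of 0.05 and -4.29. Of the 599 genes, 586 were also called in the NPC trend. A larger spread between mESC replicates could hide slopes there. With the replicate block, which takes up the difference between replicate numbers, the mESC trend still gave 0 calls (808 genes at an unadjusted p under 0.05), while the difference of slopes was called for 1005 genes. This cannot decide the question, since hidden slopes would give 0 calls as well, and the block takes up only a difference shared by replicate number. The interaction also used 1 estimate of spread per gene for both cell types. The SD of the replicate difference was 0.684 to 0.774 in mESC and 0.486 to 0.535 in NPC knock-in lines. A part of the larger mESC spread in the result stays open. The count of 599 depends on treating replicates of a line as separate, since 1 mean value per line gave 0 calls and 1358 genes at an unadjusted p under 0.05. Without the Q20 line 225 genes were called, and without NPC Q20 replicate 1 the count was 276. Each length stands for a single line in each cell type, so an effect of length that differs between cell types, and changes that a line took on during differentiation or culture, were not separated. Both stay open, the biological difference between cell types untested beyond the interaction.

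For 3 genes, both libraries of each group moved one way in mESC and the other way in NPC, and the difference between cell types was not tested. Mmgt1 changed by -3.12 in mESC Q50 against Q20 and by 0.80 in NPC. Rhox5 changed by -2.26 in mESC Q92 against Q20 and by 0.27 in NPC, where its means were 0.553 and 0.283 CPM, below the filter on low values. Htt changed by -0.41 in mESC Q92 against Q20 and by 0.17 in NPC, and neither change passed the limma threshold. Quantile normalization reversed the NPC value of Htt to -0.07. Mmgt1 also stood at 11.5 and 170 in the NPC KO libraries and at 164 and 15.9 in the NPC Q92 libraries, a spread between replicates as wide as the change itself. No biological explanation was tested for these genes.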

How the results depend on the processing

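For 29 counts and correlations, 248 of 352 values under an alternative stayed within the limits set for them: 1.5 times for a count, or the spread between fits that leave out a replicate for a correlation. Where no cause is named below, the cause was not tested. The mESC CAG length trend gave 0 calls in all 26 alternatives that were run, and the NPC F test stayed within 1.5 times in all 11.

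With the replicate block, the mESC counts were 16 for KO, 1475 for Q20, 137 for Q50, 64 for Q92, 8 for Q111 and 222 for the F test, and the interaction gave 1005. In NPC the replicate differences correlated over 0.1 in 3 of 15 pairs of groups, at 0.467 for KO and WT, 0.17 for WT and Q50 and 0.106 for KO and Q50, and in none of the pairs of knock-in lines. The block gave 145 for NPC KO and 2015 for the trend. With edgeR and the block, chosen after seeing the data, the counts were 8, 1292, 78, 30, 6 and 162 in mESC, in the same order, 51 for NPC KO and 1164 for the interaction. With edgeR alone, also chosen afterwards, they were 12 for mESC Q20 and 116 for NPC KO. Without chromosomes 1, 8, 11, 14 and Y, which leaves fewer genes to test and was chosen afterwards, they were 1 for KO, 18 for Q20, 2 for Q50 and 2 for Q92 in mESC, and 114 for NPC KO.

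With only the libraries of both groups, which leaves 4 libraries to estimate the spread, the mESC counts were 0 for KO, 0 for Q20 and 0 for Q92, with 320, 1097 and 515 genes at an unadjusted p under 0.05. In NPC they were 0 for KO (650 unadjusted), 476 for Q20, 3927 for Q50, 6160 for Q92 and 6712 for Q111. The spread within NPC knock-in lines (SD 0.486 to 0.535) was smaller than within WT (0.869) and KO (0.689). Whether this caused the rises for Q50, Q92 and Q111 was not tested. With WT as the reference, the counts were 2 for Q50, 10 for Q92 and 44 for Q111 in mESC, and 874, 1144 and 2197 in NPC. With a mean CPM of at least 5, which leaves fewer genes, the NPC counts were 81 for KO, 809 for Q20, 1375 for Q50, 2077 for Q92 and 2353 for Q111, and the correlation of slopes between cell types was 0.0653. Requiring a 2-fold change, a stricter rule, gave 1199 for Q20, 1479 for Q50, 2009 for Q92 and 2216 for Q111 in NPC.

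Other choices moved small mESC counts. Q50 gave 2 with a pseudocount of 0.1, 3 with a pseudocount of 5, 2 with quantile normalization and 2 with no variance trend. Q92 gave 2 under each of these 4. Q111 gave 1 with a pseudocount of 0.1 and 1 with no filter, and the F test gave 27 with no filter.

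With 1 mean value per line, which leaves 4 values, the NPC trend and the interaction both gave 0, with 1831 and 1358 genes at an unadjusted p under 0.05. Without the Q20 line the NPC trend gave 1880 and the interaction 225. Without the Q92 line the interaction gave 358, and without the Q111 line 348. The gene lists that passed fell from 7 to 0 with an estimated correlation.

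Across the fits that each left out 1 replicate, the NPC trend ran from 1213 to 2891 genes and the interaction from 276 to 666. The NPC correlation of knockout effect and slope ran from -0.169 to 0.396 and was -0.0451 without KO replicate 2; that of mESC ran from -0.158 to -0.0223, and that between cell types from 0.0302 to 0.16. The genes with a 2-fold change, where 1 library was left in a group, ran from 821 to 1219 for KO, 1631 to 1869 for Q20, 1038 to 1151 for Q50, 968 to 1186 for Q92 and 749 to 911 for Q111 in mESC, and from 888 to 1935 for KO in NPC.

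For 48 single genes and lists, 741 of 830 values were the same, 51 were weaker, 3 stronger, 24 moved and 11 reversed. All 11 of these reversals were of Htt. Fits that left out a replicate were not among these values for the lists; in such fits the median of neural progenitor genes reversed to 0.18 in the mESC trend without Q20 replicate 2 and to 0.13 in NPC KO without WT replicate 1. For mESC KO, Htt ran from -0.78 to 0.22 across the fits that left out 1 replicate, the highest without KO replicate 2. For mESC Q50 it ran from -0.26 to 0.19 across these fits, was 0.09 without Q20 replicate 1, and was 0.13 with WT as the reference. For NPC Q20 it ran from -0.18 to 0.18 across these fits, was -0.0073 without Q20 replicate 1, -0.011 with edgeR and -0.0086 with edgeR and the block. For NPC Q92 it was -0.070 with quantile normalization. For the NPC trend it ran from -0.15 to 0.037 across these fits and was 0.20 without the Q111 line.

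In mESC, Htt rested on 5169 to 10998 recovered reads per library. Whether the depth limits the number of calls was not tested.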

Other observations

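The tests of a line mix-up, of sampling noise, of a mislabelled sample and of feeder cells were chosen only after the result was seen, and the limits that decided each test were set when part of the values was known.

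The 24 orders of the 4 lengths were compared for the NPC trend. Taken with its reverse, each order makes 1 of 12 pairs, and 1 of the 12, the real one, gave as many calls; the smallest share 12 pairs can give is 0.0833, which is too few to exclude a chance order of the lines. Counted singly, 1 of 24 orders gave as many, and the reverse order gave 2540. Dosage of whole chromosomes is not the main source of the calls, since 79.6% of them lay outside chromosomes 1, 8, 11, 14 and Y against 76.9% of the tested genes. Without the Q20 line 1880 calls were made, fewer than 2909 by over 1.5 times. Without the Q50, Q92 or Q111 line the counts were 3742, 2904 and 2297. Leaving out only Q20 replicate 1 or 2 gave fewer still, 1213 and 1453, so the fall to 1880 alone does not show that the trend rests on that line. Whether a large part of the trend does stays open, as the count lies between the outcomes set for and against it. The limit for this test was changed after the count had been seen and then put back to 1.5 times. An effect of CAG length and other differences between the 4 lines cannot be told apart with 1 line per length.

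Chromosome 1 was higher in both KO and Q50, and at least 9 of 10 segments of the chromosome passed 0.1 in each library of both lines and cell types. In 0 of 10000 random gene sets of the same size was the median as high, which argues against chance among genes. Chromosome 8 was lower in WT, in 10 of 10 segments in each WT library. NPC WT also stood at 0.17 and 0.12 on chromosome 1, where mESC WT did not pass 0.1, and NPC Q92 at -0.17 and -0.19 on chromosome 8, where mESC Q92 did not, so shifts were neither limited to the named lines nor always shared by both cell types. The shifts of KO and Q50 on chromosome 1 and of WT on chromosome 8 are consistent with a gain or loss of the chromosome in a line, or in the other lines it was measured against. Chromosome 14 was higher in mESC Q50 in 9 of 10 segments and not in NPC Q50, where 0 and 1 segments passed. Chromosome 11 was higher in all libraries of Q20 and Q111, but in NPC Q20 only 7 and 6 of 10 segments passed, and medians of 0.12 leave open a gain in part of the cells. The copy number was not measured.

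In NPC Q50, the Y-linked genes Ddx3y (0.058 and 0.0706 CPM), Eif2s3y (0.058 and 0) and Uty (0.0193 and 0) were near 0, while Ddx3y stood at 22.9 and 27.6 in mESC Q50. The chromosome 1 median was at least 0.21 in both NPC Q50 libraries, as high as in mESC Q50 and unlike NPC Q20, Q92 and Q111 (-0.24 to -0.17), but NPC KO stood at 0.27 and 0.29 too. The chromosome 14 shift of mESC Q50 (0.21 and 0.25) was missing in NPC Q50 (-0.02 and 0.01). In the mESC libraries Ddx3y stood at 22.9 to 90, Eif2s3y at 19.5 to 92.7 and Uty at 10.9 to 65.1. In the NPC libraries other than Q50 these genes stood at 50.5 to 88.7, 43.2 to 98.6 and 26.9 to 72.5. These values argue against a mix-up with another line of the study as the sole cause of the low Y-linked values. A line from outside the study and a loss of the Y chromosome in the NPC Q50 line cannot be told apart from these values. Kdm5d stood at 43.6 and 46.8 in NPC Q111 and at most at 0.963 in the other NPC libraries.

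In 293 cases a gene was listed at 0 in a library and at 5 CPM or more in its replicate; these cases covered 132 genes. The other library held at least 294 reads (median 2051), a number that follows from the limit of 5 CPM. Genes with a single exon made up 71.2% of these genes and 0.425% of the 12713 others (odds ratio 565, Fisher's exact p 1.57e-166). Genes that overlap or lie within 1000 bases of a gene on their strand made up 38.6% against 30.1% (odds ratio 1.46, Fisher's exact p 0.036). Among single-exon genes of at least 5 CPM, 17.1% of the values were 0 in mESC and 14.4% in NPC, against 0.074% and 0.18% for other genes. Pcbp1, chosen after its values were seen, was listed at 0 in the mESC libraries KO 1, Q20 1 and Q50 2 and at 101 to 171 in the others. Sampling noise is argued against for single-exon genes: where the higher replicate lay between 5 and 20 CPM, the other was 0 in 27.6% of 297 comparisons of single-exon genes and in 0.106% of 34114 of other genes, at similar reads (medians 681 and 803). It was not tested for the other genes. A step of the authors' quantification that failed for single-exon genes in some libraries is a candidate explanation, so a 0 for such a gene may not be a lack of RNA. Of the NPC trend calls, 20 were single-exon genes.

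Htt was not lower in the mESC library labelled KO 1. A mislabelled sample is argued against by its chromosome 1 median of 0.37, close to 0.29 in KO 2 and far from WT (0.04 and -0.02) and from Q20, Q92 and Q111 (at most -0.09). Q50 shares the chromosome 1 shift, but its chromosome 14 shift (0.21 and 0.25) was missing in KO 1 (0.05). B3glct also set KO 1 with KO 2, at 2.28 in KO 1 and 0.981 in KO 2 against 13.7 and 11.6 in WT and at least 8.01 in the knock-in libraries. The genes called in NPC moved the same way in 61.1% of cases in KO 1 and 66.4% in KO 2, which decides nothing, since knock-in libraries gave 51% to 67.1%. The values count reads over the whole gene, and whether they come from a transcript that the knockout leaves was not tested.

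Neural genes were raised most in the mESC libraries KO 1, Q20 2 and Q92 2. Fabp7 stood at 18.5, 69.3 and 33.9 there and at most at 7.84 in the others. To a lesser extent, Fabp7 was also higher in replicate 2 than in replicate 1 of Q50 (6.25 and 0.277) and Q111 (7.84 and 0.152). Ptprz1 moved the same way (4.44 and 1.19 in Q50, 4.61 and 1.17 in Q111), while Slc1a2 was lower in Q111 replicate 2 (0.282 and 0.472). Of 5 genes abundant in every NPC library and near 0 in the other 9 mESC libraries, 60% were raised in KO 1 and 100% in the other libraries. Their median share of the NPC level was 0.658% in KO 1, 3.12% in Q20 2 and 1.63% in Q92 2. RNA from NPC and spontaneous differentiation cannot be told apart with 5 genes. The median of the neural progenitor list in mESC KO was 0.58, and 0.25 without KO replicate 1; that of the mESC trend was -0.34, and 0.18 without Q20 replicate 2.

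Pou5f1 stood at 90.1 and 87.4 CPM in NPC Q20, 23.4% of its mESC Q20 level, Lin28a at 70.8 and 69.1, Sall4 at 47.1 and 54.6, and Nanog at 13 and 13.7. In the other NPC libraries Pou5f1 and Lin28a reached at most 0.405, Sall4 0.135 and Nanog 1.63. Carry-over of whole mESC is argued against by the 19 other genes abundant in mESC and near 0 in the other NPC libraries, whose median share of the mESC level was 0.38%; the highest was 55.1%, and 2 of the 19 reached at least 50% of the share of Pou5f1. Expression of part of the pluripotency genes in the NPC Q20 line itself stays open and was not tested.

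Of 14 listed fibroblast genes, 9 were higher in all 8 knock-in mESC libraries than in all 4 KO and WT libraries, where chance gives 0.2% per gene. Col1a1 was 7.59 to 17.6 in the knock-in and 0.494 to 1.21 in the KO and WT libraries. The growth protocol describes feeder cells for the knock-in lines, so feeder RNA and a difference between the lines cannot be told apart where culture and genotype coincide. The same list had falling slopes on length in NPC, where Col1a1 was highest in Q50, at 64.5 and 56.6. Col3a1, Col1a2, Postn, Pdgfrb and Lum were highest in NPC Q50 too.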
